A study of Mus musculus with 6 samples. Its data were reported in "BNC1 deficiency-triggered ferroptosis through the NF2-YAP pathway induces primary ovarian insufficiency" (2022).

How the data were processed

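Transcripts of germinal vesicle oocytes of 12-week-old C57BL/6J mice were profiled by a modified Smart-seq2 procedure, in which polyadenylated RNA is reverse-transcribed with a template switch and the cDNA is amplified before a transposase-based Illumina library is made. The methods of the study describe a single oocyte as the input of each cDNA. The 6 libraries fell into 2 groups by the genotype in the labels: 3 from *Bnc1* tr/tr mice, homozygous for a frameshift allele of *Bnc1* that truncates the basonuclin 1 protein, and 3 from wild-type (WT) mice. Replicates were numbered 1 to 3 in both groups by the sample titles, and the pairing used as a block comes from these numbers. The study's methods state that littermates were compared, and whether same-numbered libraries come from a litter was not stated. The labels do not say which libraries share a mouse or a preparation batch, so n counts libraries.

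The authors deposited a gene table per library in FPKM (fragments per kilobase of transcript and per M, or mega, mapped fragments), rounded to 2 decimals. Each table listed the same 17577 genes with NCBI Gene IDs and symbols. The aligner, the counting tool, the genome build, the annotation and any gene filter were not stated, and no read counts or library totals accompanied the values. FPKM is relative to all fragments of a library, so a change in a few abundant transcripts, or in total RNA, moves the values of all others. Amplified cDNA without molecular identifiers does not count independent molecules, so detection floors below cover counting error only. Intervals of estimated depth come from resampling genes and do not cover amplification either.

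Gene symbols were used as listed, except for 25 that a spreadsheet had turned into dates, which were replaced through the NCBI Gene ID. Of the 17577 IDs, 17470 were found in the RefSeq gene table of the mouse. Transcript lengths and GC content came from GENCODE M21 by symbol, and 369 genes had no value. Listed genes included 0 with a mitochondrial genome symbol, so the planned mitochondrial transcript share was not analysed here. A gene was called uncertain where other genes' transcripts held a large share of its 31-base words.

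Depth was estimated from the steps of low FPKM values. For genes with 1 annotated transcript of 450 to 1600 bases, FPKM multiplied by transcript length minus an offset falls on whole multiples of a step equal to the value of 1 fragment. The step and the offset with the strongest periodicity over 952 genes were taken, with a 95% interval from 100 bootstraps and a comparison with 20 shuffles of the lengths. On simulated counts of known depth over these 952 genes the largest error was 0.235%, under the favourable assumption of exact transcript lengths. These are estimates and were not used in any test.

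Groups were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), for genes with a mean of at least 1 FPKM over the 6 samples. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of low genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds named for the oocyte comparison of the study, were called changed. A test for read counts had been chosen before the data were examined, and limma took its place because the values were FPKM. In simulated data with the gene means and spreads of the 10560 tested genes, 138 of 200 changed genes (69%) were recovered with 2 false calls, 1.43% of all calls. All simulated effects were larger than the fold-change threshold, noise was independent between genes, and there was no overall shift. These rates therefore need not hold for the data.

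Gene set scores per sample were computed with GSVA as implemented in GSEApy 1.3.1 on the same log2 values, and group means were compared by an exact two-sided permutation test, whose smallest p for 3 against 3 is 0.10. In simulated data with 1 of 8 sets shifted, that set ranked 1 by its score difference. The camera test of limma was run on the same 8 sets with an inter-gene correlation of 0.01, and its simulated shifted set was called with no other. The sets were written by hand from general knowledge before the data were examined and are not database versions. A panel of genes that the study measured by other assays was written at the same time, of which 18 are used and 1 is not reported here, and marker lists of other ovarian cells were written then too.

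Named genes were the 5 largest increases and the 5 largest decreases in log2 fold change among changed genes with a mean of at least 10 FPKM and no overlap between the groups, plus every gene of the panel. The rule was fixed before the data were examined.

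Alternatives fixed in advance were a pseudocount of 0.1, no filter on low values, upper-quartile scaling, other fold-change thresholds, the replicate number as a block, an estimated inter-gene correlation, a mean z-score in place of GSVA, and leaving out each replicate. Other scalings, a minimum mean of 5 FPKM, limma with trend and robust variances, and length and GC corrections were added after the data had been seen. The length and GC corrections removed a smooth trend of each sample over the gene property and kept its overall mean. They covered 10452 of the 10560 tested genes (99.0%). Figures were drawn with matplotlib 3.10.9.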

Results

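To describe the transcriptome of oocytes with the *Bnc1* truncation, 3 *Bnc1* tr/tr and 3 WT libraries of 12-week-old mice were compared. FPKM totals were 657550, 704568 and 688149 in *Bnc1* tr/tr replicates 1 to 3 and 671768, 680259 and 724550 in the WT replicates. Estimated depth was 12.5, 16.7 and 17.1 M fragments (M, mega) in *Bnc1* tr/tr and 14.8, 15.7 and 20.98 M in WT, and the group means differed by less than the spread between replicates (exact two-sided permutation p = 0.60). The estimate was least certain in WT replicate 1, with a 95% bootstrap interval from 13.5 to 30.6 M, and in WT replicate 3, with a periodicity of 5.24 against at most 3.34 for shuffled lengths. At these depths, 3 fragments on a transcript with an effective length of 1 kb equal 0.143 to 0.240 FPKM, so lower values rest on a few fragments.

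Genes with an FPKM above 0 numbered 15540 ± 251 (SD, n = 3) in *Bnc1* tr/tr and 14346 ± 389 (SD, n = 3) in WT oocytes. Every *Bnc1* tr/tr library had more than every WT library, and the exact two-sided permutation p was 0.10, the smallest that 3 against 3 allows. Genes at 1 FPKM or more numbered 10863 ± 177 and 9671 ± 133, again without overlap (exact permutation p = 0.10). The 20 most abundant genes of a library held 13.1% ± 0.287 of its FPKM total in *Bnc1* tr/tr and 14.8% ± 1.40 in WT oocytes (SD, n = 3 each, exact permutation p = 0.10). Pearson correlations of log2 values across genes, which are not independent replicates, ranged from 0.973 to 0.990 within groups and from 0.908 to 0.930 between them. The first principal component held 75.3% of the variance and separated the groups.

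**Figure D1:**
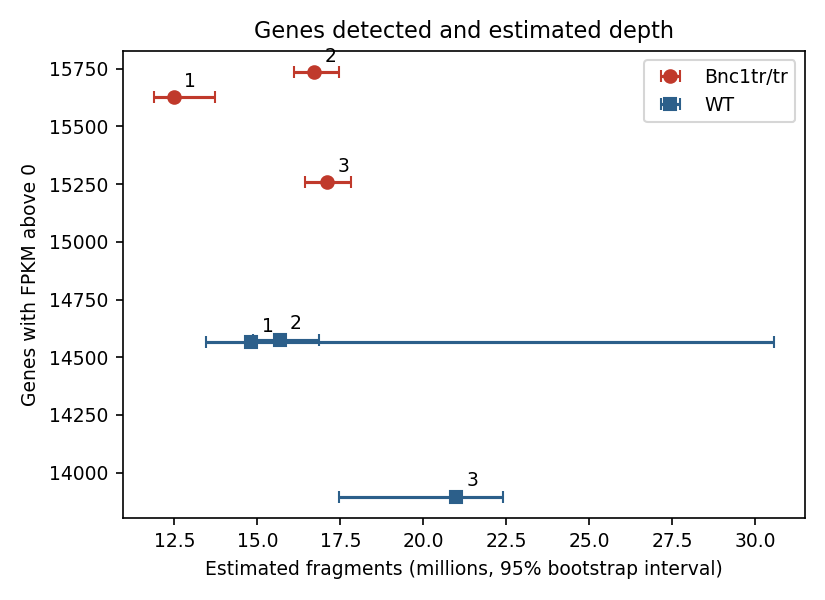
Genes with an FPKM above 0 (y axis) against estimated fragments in M (mega) with 95% bootstrap intervals (x axis) for each library, labelled by replicate number. The 3 *Bnc1* tr/tr libraries had 15258 to 15736 genes and the 3 WT libraries 13896 to 14576, while the estimated depths of the groups overlapped.

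*Bnc1* itself (NCBI Gene ID 12173) was examined first. Its FPKM was 9.04, 6.51 and 5.83 in *Bnc1* tr/tr replicates 1 to 3 and 13.17, 12.54 and 16.23 in the WT replicates. The means were 7.13 ± 1.69 and 13.98 ± 1.97 (SD, n = 3 each), a log2 fold change of -0.89 with a standard error of 0.20 (limma adjusted p = 0.0090). Transcript was thus reduced but present in every *Bnc1* tr/tr library. With the replicate number as a block the adjusted p was 0.011. The alternative that moved it most, quantile normalization, gave -1.19, and the adjusted p ranged from 0.0022 to 0.037 over 20 alternatives.

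Which genes differed between the genotypes was asked over 10560 genes. By limma, 3358 genes passed both thresholds, 2547 higher and 811 lower in *Bnc1* tr/tr oocytes, so that 75.8% of the changed genes were higher. Groups did not overlap for 46.8% of the tested genes, against 10% by chance. Deviations from the group means correlated at 0.28, -0.03 and 0.12 for same-numbered libraries 1, 2 and 3, with a mean of 0.12. The 6 differently numbered pairs ranged from -0.25 to 0.16, with a mean of -0.06. Deviations sum to 0 within a group, so the second mean largely follows from the first, and their contrast is no evidence of pairing. With the replicate number as a block 3733 genes were changed, 2781 higher and 952 lower, and 3320 of them were also changed without the block.

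The direction split depended on how libraries were scaled. The median log2 fold change of all tested genes was 0.15 in the values as deposited and -0.02 after median-ratio scaling. Upper-quartile scaling gave 2145 higher and 1231 lower genes (63.5% higher), and median-ratio scaling, which was chosen after the data were seen, gave 2034 and 1395 (59.3% higher). Quantile normalization, also chosen then, moved the split most, to 1637 higher and 1877 lower genes (46.6% higher). Of the 3358 genes, 2843 were changed in the same direction after median-ratio scaling and 2424 after quantile normalization.

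**Figure D2:**
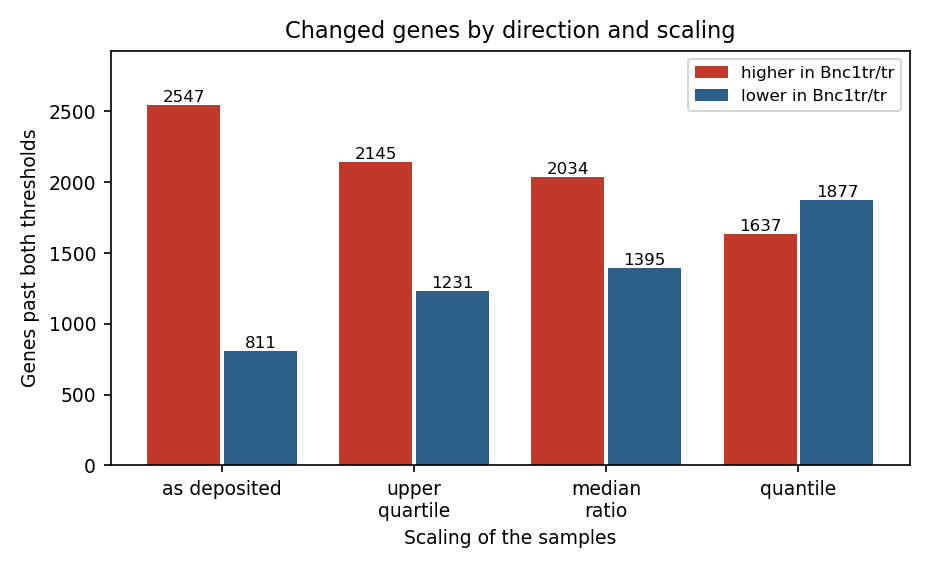
Number of genes past both thresholds (y axis) that were higher or lower in *Bnc1* tr/tr oocytes, for the values as deposited and 3 scalings (x axis). Higher genes fell from 2547 as deposited to 1637 after quantile normalization and lower genes rose from 811 to 1877.

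The shift varied with abundance. Genes with a mean of 1 to 3 FPKM had a median log2 fold change of 0.32, and 87.3% of their 916 calls were higher in *Bnc1* tr/tr oocytes. Genes of 100 FPKM or more had a median of -0.06, and 50.2% of their 243 calls were higher. After median-ratio scaling these medians were 0.21 and -0.24, and the shares of higher calls were 79.3% and 24.2%.

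**Figure D3:**
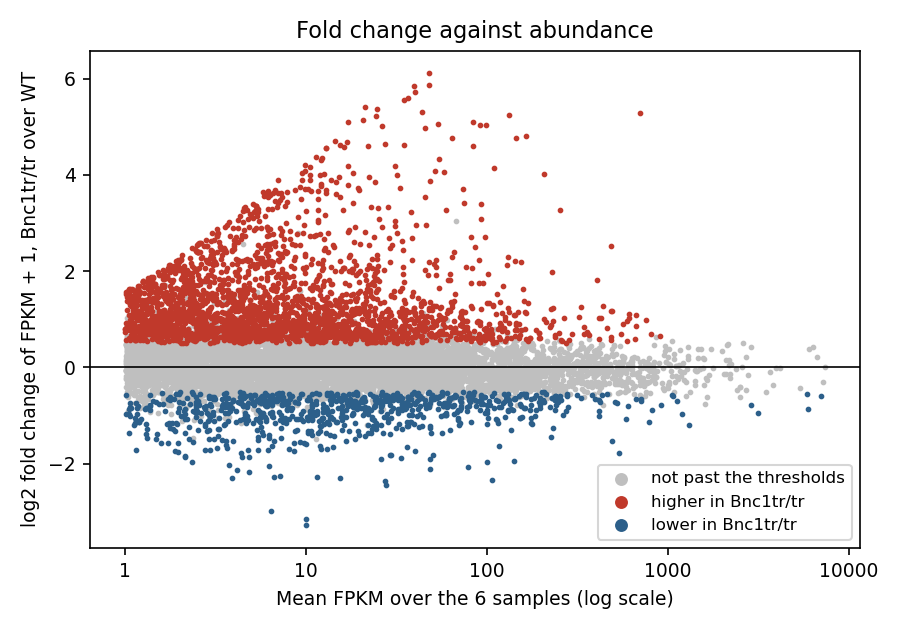
The log2 fold change of FPKM + 1 in *Bnc1* tr/tr over WT oocytes (y axis) against mean FPKM over the 6 samples on a log scale (x axis), a point per tested gene. Genes past both thresholds are coloured, 2547 higher and 811 lower, and most calls at low abundance lie above 0.

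The 5 largest increases were *Sprr1a*, *Gjb2*, *Tktl1*, *Slc43a1* and *4930486L24Rik*, with log2 fold changes of 6.11, 5.87, 5.85, 5.73 and 5.60. *Gjb2*, the gene of a gap junction protein, had 95.3 ± 15.7 FPKM in *Bnc1* tr/tr and 0.640 ± 0.145 in WT oocytes (SD, n = 3 each, limma adjusted p = 5.5e-07). *Tktl1*, the gene of a transketolase-like protein, had 78.3 ± 2.23 and 0.393 ± 0.275 FPKM (SD, n = 3 each). *Sprr1a* varied more, with 108, 122 and 54.9 FPKM in the *Bnc1* tr/tr libraries and 0, 0.21 and 0.89 in WT. The 5 largest decreases were *Gm4907*, *Gm6943*, *Pabpn1l*, *Plpp1* and *Tmem254c*, with log2 fold changes of -3.15, -2.44, -2.35, -2.33 and -2.29. Relative to the median of all tested genes every one of these 10 values is lower by 0.15. *Plpp1* had 35.9 ± 13.1 FPKM against 178 ± 27.5 in WT, and *Pabpn1l* had 9.03 ± 4.76 against 45.8 ± 7.75 (SD, n = 3 each). Values of *Gm6943*, *Tmem254c* and *4930486L24Rik* are uncertain, because 100%, 100% and 88.4% of their 31-base words also occur in transcripts of other genes. All 10 kept their direction and passed the adjusted p threshold with the replicate number as a block, at adjusted p from 3.1e-06 to 0.0051, while *Tmem254c* lost it without *Bnc1* tr/tr replicate 1 or 2 and without the filter on low values.

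The study examined ferroptosis, an iron-dependent cell death by lipid peroxidation, and the NF2-YAP pathway by other assays, so the 18 genes of that panel were read out here. Of these, 13 passed the filter on low values, and 5 had an adjusted p under 0.05 both over all tested genes and over the panel alone. With the replicate number as a block 5 passed as well. Apart from *Bnc1*, these were *Acsl4*, *Tfrc*, *Alox12* and *Nf2*, all higher in *Bnc1* tr/tr oocytes. *Acsl4* had 8.99 ± 0.559 FPKM against 3.97 ± 0.903 (log2 fold change 1.02, limma adjusted p = 0.0031). *Tfrc* had 2.48 ± 0.987 against 0.903 ± 0.178 (0.84, limma adjusted p = 0.017), and *Alox12* had 14.1 ± 2.38 against 7.77 ± 1.65 (0.79, limma adjusted p = 0.017). *Nf2* had 5.36 ± 1.07 against 3.12 ± 0.508 (0.62, limma adjusted p = 0.034), all SD with n = 3. Relative to the median of all tested genes the log2 fold changes were 0.88 for *Acsl4*, 0.69 for *Tfrc*, 0.64 for *Alox12*, 0.47 for *Nf2* and -1.04 for *Bnc1*. After quantile normalization *Bnc1* and *Acsl4* still passed, while *Nf2* (log2 fold change 0.23, limma adjusted p = 0.32), *Tfrc* (limma adjusted p = 0.20) and *Alox12* (limma adjusted p = 0.098) did not, and *Bax* did (-0.67, limma adjusted p = 0.029).

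*Yap1*, *Gpx4*, *Slc7a11*, *Slc3a2*, *Lpcat3* and *Parp1* did not pass the threshold, with log2 fold changes from 0.01 to 0.30. The largest of these was *Slc7a11*, at 21.7 ± 2.01 against 17.5 ± 2.63 FPKM (SD, n = 3 each, limma adjusted p = 0.23), with overlap between the groups. *Gpx4* had 148 ± 14.9 FPKM in *Bnc1* tr/tr and 148 ± 22.9 in WT oocytes (SD, n = 3 each), and 66.8% of its 31-base words occur in other genes, among them a pseudogene. *Bax* was lower by -0.49 (limma adjusted p = 0.11) and *Trp53* higher by 0.57 (limma adjusted p = 0.11), and neither passed the threshold, though *Bax* did after median-ratio scaling (limma adjusted p = 0.032). *Trp53* passed with the length correction and the replicate block (limma adjusted p = 0.044), but not with the block alone (limma adjusted p = 0.060). *Alox15*, *Aloxe3*, *Ptgs2*, *Nox1* and *Bcl2* had a mean under 1 FPKM. Of these, *Bcl2* had 1.55, 1.18 and 1.88 FPKM in the *Bnc1* tr/tr libraries and 0, 0.01 and 0.03 in WT, below what 3 fragments would give on a transcript of 1 kb, and it passed the threshold when no filter was used (limma adjusted p = 0.0015). *Alox15* also passed without the filter (limma adjusted p = 0.049), at 0.427 ± 0.168 and 0.0533 ± 0.0839 FPKM (SD, n = 3 each), but not with the replicate number as a block (limma adjusted p = 0.093).

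**Figure D4:**
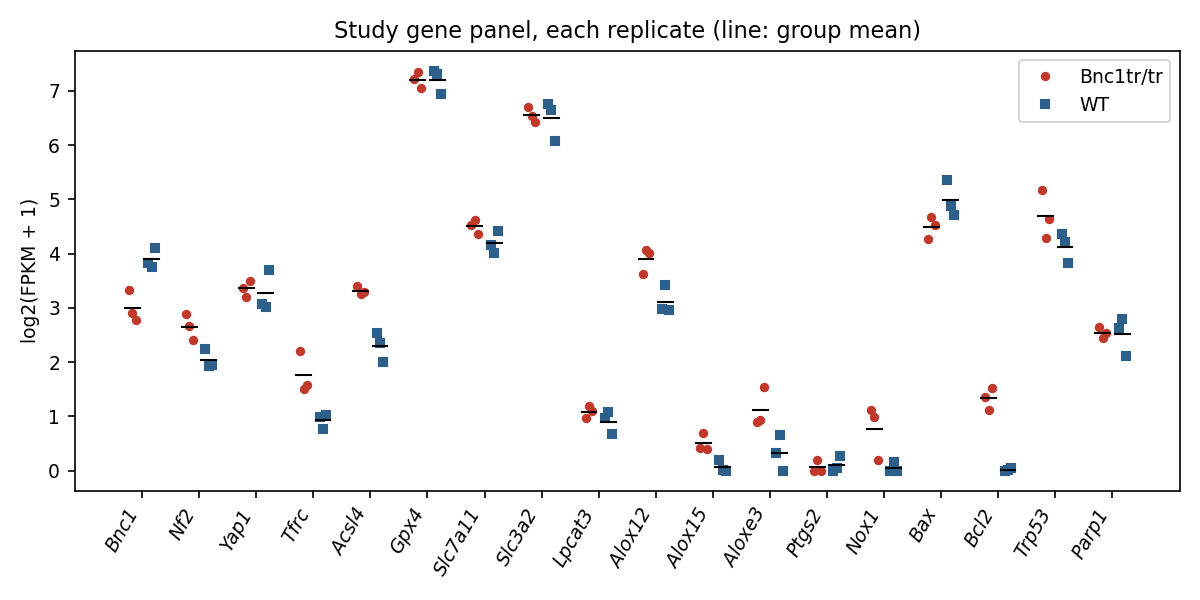
The log2(FPKM + 1) of each panel gene (x axis) in every replicate, circles for *Bnc1* tr/tr and squares for WT, with a line at each group mean. *Bnc1* lies lower in *Bnc1* tr/tr oocytes without overlap, *Acsl4*, *Tfrc*, *Alox12* and *Nf2* lie higher without overlap, and *Gpx4* and *Parp1* overlap.

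Pathway scores were compared next, as the study did with GSVA. Steroid biosynthesis, with 17 tested genes, scored 0.292 ± 0.0654 in *Bnc1* tr/tr and -0.213 ± 0.308 in WT oocytes (SD, n = 3 each) and was the 1 of 8 sets whose groups did not overlap (exact two-sided permutation p = 0.10, adjusted p = 0.53). Ferroptosis differed by 0.0531 and Hippo signalling by 0.0743, less than the spread between replicates (exact permutation p = 0.80 for each). By camera, 2 sets passed an adjusted p of 0.05. Nuclear oxidative phosphorylation was lower (limma camera adjusted p = 0.0016, median log2 fold change -0.26 relative to all tested genes), with 2 of 73 genes called higher and 6 lower. Genes of 100 FPKM or more also had a lower median (-0.06) than all tested genes (0.15), and the set was not compared with genes of like abundance. Steroid biosynthesis was higher (limma camera adjusted p = 0.0070, relative median 0.81, with 12 genes called higher and 1 lower). With the replicate number as a block the limma camera adjusted p values of these 2 sets were 0.0015 and 0.013. Deviations of same-numbered libraries correlated at a mean of 0.12. After quantile normalization nuclear oxidative phosphorylation no longer passed (limma camera adjusted p = 0.48), and the other splits of the 6 libraries gave 0 to 3 sets. When camera estimated the inter-gene correlation from the data, 0 sets passed, and 0 had an unadjusted p under 0.05. Ferroptosis (limma camera adjusted p = 0.49) and Hippo signalling (0.33) did not pass in the first form either. Of 30 tested ferroptosis genes 10 were called higher and 1 lower, and of 43 Hippo signalling genes 13 higher and 1 lower. The medians of these sets relative to all tested genes were -0.02 and 0.13.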

Values the study reported

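The study reported 4554 differentially expressed genes between oocytes of the *Bnc1* mutant and wild-type genotypes, and 523 between whole ovaries of these genotypes.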

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

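Count models, voom weights and a minimum of 10 counts in every sample were planned but not run, because the values are FPKM. Library-size scaling alone equals the values as deposited. The alternatives for the mitochondrial transcript share were not run, and FPKM could not be thinned to equal depth. Except where a cause is given, the cause of a change was not tested.

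Totals of changed genes stayed within 1.5 times of 3358 except with a minimum mean of 5 FPKM (2046, with 1413 higher) and an absolute log2 fold change over 1 (1677, with 1418 higher and 259 lower). Genes lower in *Bnc1* tr/tr oocytes were more numerous under upper-quartile scaling (1231), median-ratio scaling (1395) and quantile normalization (1877, against 1637 higher). Across the 6 fits that each left out 1 replicate, totals ran from 2390 to 3597, higher genes from 1867 to 2560 and lower genes from 416 to 1037. The replicate block gave 3733 genes, 3713 with the length correction and 3737 with the GC correction. Without the block these corrections gave 3419 and 3410.

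*Bnc1* kept its direction and stayed under an adjusted p of 0.05 in all 20 alternatives, and so did *Acsl4* (adjusted p from 0.0022 to 0.015). The panel count was 3 with quantile normalization (*Bnc1*, *Acsl4* and *Bax*) and 3 with a minimum mean of 5 FPKM, where *Nf2* (mean 4.24 FPKM) and *Tfrc* (1.69 FPKM) were no longer tested, and 3 to 4 when 1 replicate was left out. It rose to 7 without the filter on low values and to 6 with the length correction and the replicate block. *Nf2* lost significance in 7 of 19 alternatives, *Alox12* in 4 of 20, *Tfrc* in 2 of 19, and *Alox15* in 10 of 11. Over all 27 named and panel genes other than *Bnc1*, 488 alternative values comprised 431 with the direction and side of the threshold kept, 26 weaker, 5 stronger and 26 reversed.

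Reversals fell on panel genes near 0. Under upper-quartile scaling log2 fold changes were -0.036 for *Yap1*, -0.14 for *Gpx4*, -0.081 for *Slc3a2* and -0.085 for *Parp1*, and under median-ratio scaling -0.077, -0.18, -0.13 and -0.12. Under quantile normalization *Yap1* was at -0.21, *Parp1* at -0.35 and *Lpcat3* at -0.39. *Gpx4* was at -0.0070 when scaled without the 20 most abundant genes, at -0.079 length-corrected and at -0.031 GC-corrected, and both corrections gave these values with and without the replicate block. With 1 replicate left out, *Yap1* ran from -0.033 to 0.31, *Gpx4* from -0.13 to 0.089, *Slc3a2* from -0.15 to 0.19, *Parp1* from -0.17 to 0.17 and *Ptgs2* from -0.11 to 0.035.

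The number of gene sets whose scores did not overlap was 2 with the mean z-score, 2 with median-ratio scaling and 1 to 3 when 1 replicate was left out. Ferroptosis reversed to -0.0180 under median-ratio scaling, and mitophagy (0.0339) and unsaturated fatty acid biosynthesis (0.298) reversed with the mean z-score. With 1 replicate left out, Hippo signalling ran from -0.0206 to 0.175 and ferroptosis from -0.104 to 0.119. Camera called 1 set after quantile normalization, where nuclear oxidative phosphorylation had an adjusted p of 0.48, 0 sets with the inter-gene correlation estimated from the data, and 1 to 3 sets when 1 replicate was left out.

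Depth limits the low genes: 3 fragments on 1 kb equal 0.143 to 0.240 FPKM, and presence below that was not resolvable.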

Other observations

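Tests of other splits for the higher and lower counts, the panel and camera, of the direction split, of depth and of receptor genes above 0 against detected genes, of the granulosa markers of at least 1 FPKM, of the immune list against matched lists, and of immune markers among genes of *Bnc1* tr/tr replicates 1 and 2 were chosen after the results had been seen.

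Among the 4 splits of the 6 libraries into 3 and 3 that part all 3 same-numbered pairs, 1 gave as many changed genes as the genotypes, the genotype split itself. The other 3 gave 2, 0 and 0 genes, with 195, 68 and 46 genes at an unadjusted p under 0.05 against 4525 for the genotypes. The 6 splits that part 1 pair gave 0 genes each, with 62 to 594 at an unadjusted p under 0.05. Likewise 1 of the 4 splits gave as many higher genes, 1 as many lower genes and 1 as many panel genes. With 4 splits the share cannot fall under 0.05, so chance in the assignment of libraries is not excluded by this count. For camera, 1 of the 4 splits gave 2 or more sets, but the 6 splits that part 1 pair gave 0 to 3 sets, so the camera count is not set apart from other groupings.

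The excess of genes higher in *Bnc1* tr/tr oocytes may come in part from the normalization to FPKM. Median-ratio scaling lowered the share of higher genes from 75.8% to 59.3%, but it sets the typical fold change near 0 by construction. It would remove a real rise of most genes as well, so the lower share does not tell such a rise from an effect of normalization. After this scaling 79.3% of calls at 1 to 3 FPKM were higher against 24.2% at 100 FPKM or more, so median-ratio scaling did not remove the trend with abundance. On the log2(FPKM + 1) scale a factor moves low genes less than abundant ones, and the trend was not examined after quantile normalization. The share was 75.3% after the length correction and 75.6% after the GC correction, but these corrections keep the mean of each sample and could not remove an overall shift, so length and GC remain open.

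Other explanations were weighed for the total of changed genes. A difference in mice or batch between the groups remains open and could not be tested, because the labels give neither. Scaling without the 20 most abundant genes gave 3247 genes. The ratio of mean estimated fragments, *Bnc1* tr/tr over WT, was 0.899. Without WT replicate 3, the WT depths of 14.8 and 15.7 M lay within the *Bnc1* tr/tr range of 12.5 to 17.1 M. That fit still gave 3597 changed genes, which argues against a depth difference as the source of the total. The depth of WT replicate 1 was uncertain (95% bootstrap interval 13.5 to 30.6 M). FPKM could not be thinned either, so some role of library size remains open. RNA from other ovarian cells may contribute. The 23 granulosa and cumulus markers found had a median log2 fold change at percentile 1.51 of 10000 random lists matched on mean expression, but many of them lie near 0 FPKM in every library, which holds that median near 0. The 8 markers with a mean of at least 1 FPKM had a median of 0.53, at percentile 91.1 of matched lists. Of these, 7 were higher, their list means did not overlap between the groups, and 3 were called higher (*Fshr*, *Cyp11a1* and *Kitl*, named after their values were seen). The remaining one, *Inha*, was lower (log2 fold change -1.11, limma adjusted p = 0.24). Granulosa markers under 1 FPKM went both ways. *Amhr2*, *Lhcgr*, *Foxl2*, *Ihh* and *Wt1* were at 0 in every *Bnc1* tr/tr library, while *Vcan* was higher in each of them than in any WT library. The immune cell markers had a median of 0.73 at percentile 99.98, without overlap of the list means. The 9 tested markers among them had a median of 1.44 at percentile 99.7 of matched lists, with 8 higher, but their list means overlapped. Of these, 1 (*H2-Ab1*, 11.1%, named after its values were seen) was among the changed genes, and several others were at 0 in *Bnc1* tr/tr replicate 3, so that count decides nothing. Red blood cell markers lay at percentile 98.7, with overlapping groups, and theca and stromal markers at 94.7, without overlap. Endothelial markers lay at 18.4, although their list means were higher in every *Bnc1* tr/tr library than in any WT library. Of the 3 tested endothelial markers, *Flt1* was called higher (log2 fold change 1.62) and *Pecam1* lower (-1.02). The stromal marker *Dcn* was called higher (1.44), and these genes were named after their values were seen. Oocyte markers lay at 13.3, with overlap. The marker lists thus leave a contribution of RNA from other cells open, and how many of the 3358 changed genes it would cover was not tested.

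More genes were above 0 in every *Bnc1* tr/tr library than in any WT library. Greater depth would need more fragments in *Bnc1* tr/tr, and the ratio was 0.899. The shallowest library by the estimate, *Bnc1* tr/tr replicate 1, had 15627 genes, and the deepest, WT replicate 3, had 13896. Background reads spread over all genes would raise receptor genes of smell, taste and pheromone organs. Their mean FPKM over 320 genes was 0.817 ± 0.0904 in *Bnc1* tr/tr and 0.7197 ± 0.0352 in WT (SD, n = 3 each, ratio 1.14, exact permutation p = 0.20), with overlap between the groups. The number of these genes above 0, however, was 157.0 ± 9.54 against 123.3 ± 19.5 (ratio 1.27), higher in every *Bnc1* tr/tr library without overlap (exact permutation p = 0.10, the smallest 3 against 3 allows), so background reads are not excluded for the count of genes above 0. Genes at 1 FPKM or more in all 3 *Bnc1* tr/tr libraries and at most 0.1 in every WT library numbered 94, against 3 for the reverse and at most 1 for each of the 18 other groupings of 3 libraries. Background reads spread over all genes would raise receptor genes too, and the receptor means differed by 0.098 FPKM. That is far less than a rise from at most 0.1 to at least 1 FPKM. The 94 genes were selected for such a rise and the receptor list was not, so the means cannot decide on background reads for them. A receptor gene, *Vmn1r231*, met the same rule (2.82, 1.91 and 2.36 FPKM in *Bnc1* tr/tr, 0.09, 0 and 0 in WT). It was named after its values were seen. RNA from other cells, amplification and oocyte stage were not tested for the 94 genes.

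RNA from immune cells is a candidate explanation for 15 genes present at 1 FPKM or more in *Bnc1* tr/tr replicates 1 and 2 and at most 0.1 FPKM in the other 4 libraries. Each of the 14 other pairs of libraries had at most 1 such gene. Of the 15, 5 were on the immune cell marker list, which was written before the data were examined (*Fcer1g*, *Tyrobp*, *Lyz2*, *C1qc* and *Cd74*; one-sided Fisher's exact test p = 3.6e-13, with 10 listed markers among 12040 genes that reach 1 FPKM in a library, and genes are not independent replicates). *Lyz2* had 5.81 and 47.97 FPKM in these 2 libraries and was listed at 0 in the other 4, and *Fcer1g* had 15.05 and 11.91. Haemoglobin *Hba-a1* was at 0.40 and 5.90 FPKM in the same libraries and listed at 0 elsewhere. Some listed immune markers were above 0 in every *Bnc1* tr/tr library and at 0 in WT, such as *C1qa* (1.39, 1.66 and 0.61 FPKM) and *Cd3e* (0.31, 0.24 and 0.67). *C1qb* went the other way (log2 fold change -0.40, limma adjusted p = 0.16). Whether a genotype brings such RNA remains open, since the 15 genes rest on 2 of 3 libraries. No biological explanation was tested. The genes named in this paragraph were chosen after their values were seen.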
